# Difference Between Day and Night Temperatures Affects Stem Elongation in Tomato (*Solanum lycopersicum*) Seedlings via Regulation of Gibberellin and Auxin Synthesis

**DOI:** 10.3389/fpls.2020.577235

**Published:** 2020-12-08

**Authors:** Kinuka Ohtaka, Akiko Yoshida, Yusuke Kakei, Kosuke Fukui, Mikiko Kojima, Yumiko Takebayashi, Kanako Yano, Shunsuke Imanishi, Hitoshi Sakakibara

**Keywords:** auxin, DIF, gibberellin, *Solanum lycopersicum*, stem elongation, tomato

## Abstract

Temperature is a critical environmental factor governing plant growth and development. The difference between day temperature (DT) and night temperature (NT), abbreviated as DIF, influences plant architecture. Subjecting plants to artificial DIF treatments is an effective strategy in ornamental horticulture. For example, negative DIF (when DT – NT < 0) generally inhibits stem elongation, resulting in dwarf plants. However, the mechanisms underlying stem growth regulation by DIF remains to be completely elucidated. In this study, we aimed to analyze the growth, transcriptome, and phytohormone profiles of tomato (*Solanum lycopersicum*) seedlings grown under different DIF treatments. Under positive DIF (when DT – NT > 0), in contrast to the control temperature (25°C/20°C, DT/NT), high temperature (30°C/25°C) increased stem length and thickness, as well as the number of xylem vessels. Conversely, compared with the positive high temperature DIF treatment (30°C/25°C), under negative DIF treatment (25°C/30°C) stem elongation was inhibited, but stem thickness and the number of xylem vessels were not affected. The negative DIF treatment decreased the expression of gibberellin (GA)-, auxin-, and cell wall-related genes in the epicotyl, as well as the concentrations of GAs and indole-3-acetic acid (IAA). The expression of these genes and concentrations of these hormones increased under high temperature compared to those under the control temperature positive DIF. Our results suggest that stem length in tomato seedlings is controlled by changes in GA and IAA biosynthesis in response to varying day and night temperatures.

## Introduction

Plants modulate their growth according to their environmental conditions. In particular, temperature is a critical factor affecting plant growth. Each plant species has a suitable temperature range. Within this range, higher temperatures generally promote shoot growth, including leaf expansion and stem elongation and thickening. However, temperatures above the optimal range suppress growth. In addition to the absolute temperature, the difference in temperature between day and night can affect growth. Normally, night temperatures are lower than daytime temperatures, and plants modulate their growth pattern and metabolism in response to this temperature change. Altering the temperature difference between day and night is one method through which plant growth is controlled in ornamental horticulture. The difference between day temperature (DT) and night temperature (NT), abbreviated as DIF, is defined as DT– NT. Positive DIF occurs when DT is higher than NT, zero DIF occurs when DT is the same as NT, and negative DIF occurs when DT is lower than NT. Negative DIF can be used to control plant height as an alternative to agricultural chemicals (Shimizu, 2007). While the effects were plant species-dependent, it has been reported that negative DIF inhibits stem elongation compared to positive DIF in various plants, including *Lilium longiflorum*, *Dendranthema grandiflora*, *Cucumis sativus* (Shimizu, 2007), and *Solanum lycopersicum* (Went, 1944; de Koning, 1988).

Previous studies have suggested that phytohormones are involved in regulating plant growth in response to temperature. Gibberellin (GA) is known to play a key role in stem elongation (Davière and Achard, 2013; Binenbaum et al., 2018; Ferrero et al., 2019). Indole-3-acetic acid (IAA), an auxin, also plays an important role in cell elongation in the hypocotyl, the epicotyl, and other organs (Leyser, 2018; Zhao, 2018). In *Arabidopsis thaliana*, higher temperatures promote hypocotyl elongation mediated by phytochrome-interacting factor 4 (PIF4)-dependent auxin biosynthesis (Franklin et al., 2011; Nomoto et al., 2012; Sun et al., 2012). It has been demonstrated that PIF4 function is regulated by GA via DELLA proteins, which are key negative regulators of GA signaling (Koini et al., 2009; Stavang et al., 2009).

Studies have found that stem elongation under different DIF treatments is accompanied by a change in GA content in *Campanula isophylla* and *Pisum sativum* (Jensen et al., 1996; Grindal et al., 1998; Stavang et al., 2005). In *P. sativum*, inhibition of stem elongation under negative DIF was weaker in GA-related mutants than that in the wild type (Grindal et al., 1998). In *A. thaliana*, non-bioactive GA_29_ content was lower under a negative DIF treatment than that under a positive DIF treatment, while IAA concentration was higher under a positive DIF treatment than that under a negative DIF treatment (Thingnaes et al., 2003). In *Raphaus sativus* L., differences in stem elongation under DIF treatments followed a similar pattern to changes in IAA content (Hayata et al., 2001). These studies suggest the involvement of these hormones in the effect of DIF on stem elongation. However, these hormones and the expression of their genes have not been investigated in detail. Further, temperature not only affects stem elongation but also stem thickness; however, the effect of DIF on vascular development has not been properly characterized to date.

In this study, we aimed to elucidate the mechanisms underlying stem growth regulation by DIF. To this end, we examined the effects of different DIF treatments on tomato (*S. lycopersicum*), which is one of the most important vegetable crops. Our analyses of growth, transcriptomes, and hormones strongly suggest that negative DIF-dependent inhibition of stem elongation is mediated by the repression of GA and IAA synthesis accompanied by the regulation of cell wall-related genes. We also report that negative DIF treatment has a minimal effect on stem thickening in tomato seedling.

## Results

### Higher Temperatures Under Positive DIF Promote Stem Elongation and Thickening in Tomato Seedlings

To examine the effect of temperature under positive DIF on plant growth, tomato seedlings (Managua RZ) were grown under control (25°C/20°C, CT) and high temperatures (30°C/25°C, HT) (Supplementary Figures 1A,B). The stem, hypocotyl, and epicotyl lengths and diameters were significantly greater under HT than those under CT (Figures 1A–C). Histological analysis of hypocotyl cross sections showed that the number of xylem vessels (diameter > 50 μm) were significantly greater under HT than that under CT (Figures 1D,E), indicating that higher temperatures under positive DIF promote stem elongation, stem thickening, and vascular development in tomato seedlings.

**FIGURE 1:**
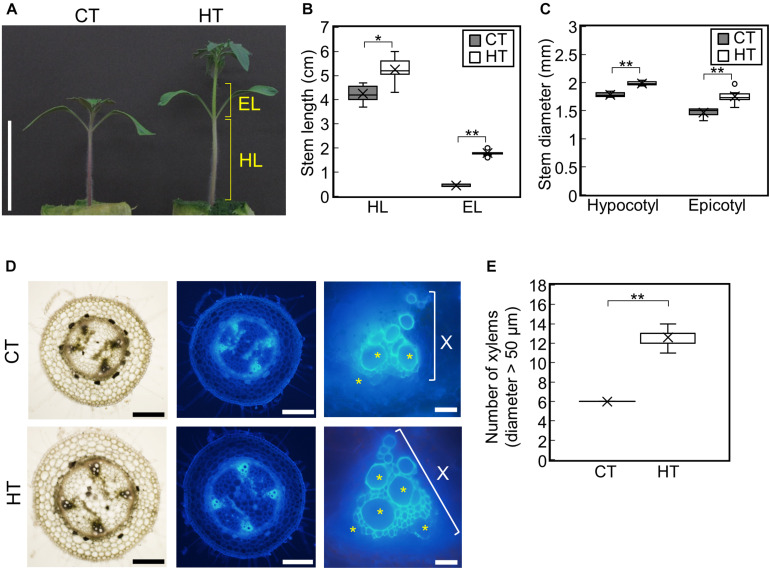
Effect of temperature on growth of tomato seedlings. Young tomato seedlings were grown for 7 days under 25°C/20°C (control temperature) and 30°C/25°C (high temperature). **(A)**, Growth of seedlings. Tomato seedlings were photographed at 7 days. Scale bar = 5 cm. **(B)**, Hypocotyl and epicotyl length. **(C)**, Hypocotyl and epicotyl diameter. Data are shown as boxplots (*n* = 7). **(D)**, Cross sections of hypocotyls. Asterisks indicate xylems (diameter > 50 μm). Scale bars = 500 μm (left and middle panels) and 50 μm (right panels). **(E)**, Number of xylems (diameter > 50 μm) in the cross section. Data are shown as boxplots (*n* = 5). Cross marks in boxplot indicate the mean values. *P < 0.01; **P < 0.001 (Student’s *t* test). CT, control temperature; HT, high temperature; HL, hypocotyl length; EL, epicotyl length; X, xylem area.

### Negative DIF Inhibits Stem Elongation, but Maintains Promotion of Stem Thickening

To examine the effect of negative DIF on tomato seedling growth, tomato seedlings were grown under HT (30°C/25°C, positive DIF) or with night and day temperatures reversed (25°C/30°C, negative DIF) (Supplementary Figures 1B,C). Under the negative DIF treatment, temperature-dependent stem elongation was inhibited both in the hypocotyl and epicotyl (Figures 2A,B). The difference in hypocotyl and epicotyl elongation between DIF treatments could be detected from 3 d after the onset of the treatments, and it became significant at 5 d (Supplementary Figures 2A–C). Conversely, hypocotyl and epicotyl thickness were similar under both DIF treatments (Figure 2C and Supplementary Figures 2D,E). The number of xylem vessels (diameter > 50 μm) was also similar (Figures 2D,E), indicating that the negative DIF treatment inhibited stem elongation without any negative effect on stem thickening. The size of cotyledons and true leaves was also similar under both treatments (Supplementary Figure 2F).

**FIGURE 2:**
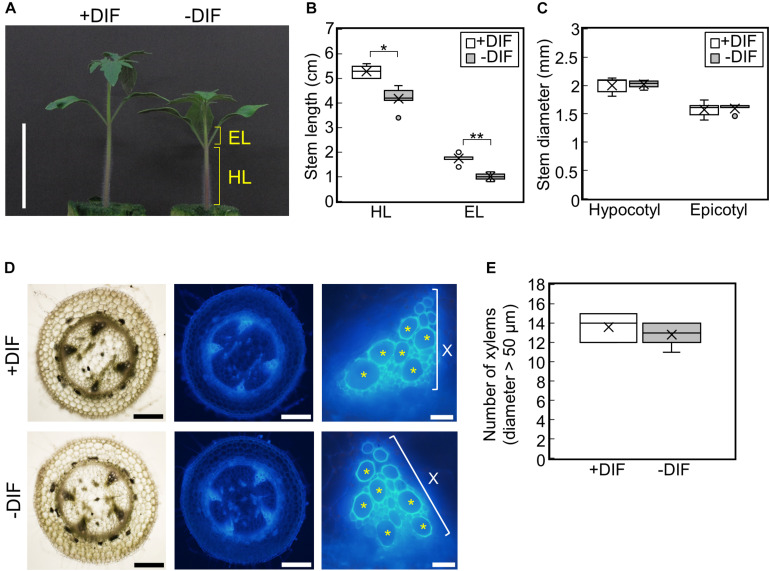
Effect of DIF treatment on growth of tomato seedlings. Young tomato seedlings were grown for 7 days under 30°C/25°C (positive DIF) and 25°C/30°C (negative DIF). **(A)**, Growth of seedlings. Seedlings of tomato were photographed at 7 days. Scale bar = 5 cm. **(B)**, Hypocotyl and epicotyl length. **(C)**, Hypocotyl and epicotyl diameter. Data are shown as boxplots (*n* = 5). **(D)**, Cross sections of hypocotyls. Asterisks indicate xylems (diameter > 50 μm). Scale bars = 500 μm (left and middle panels) and 50 μm (right panels). **(E)**, Number of xylems (diameter > 50 μm) in the cross section. Data are shown as boxplots (*n* = 5). Cross marks in boxplot indicate the mean values. *P < 0.01; **P < 0.001 (Student’s *t* test). +DIF, positive DIF; -DIF, negative DIF; HL, hypocotyl length; EL, epicotyl length; X, xylem area.

To determine whether these responses were cultivar-specific, we tested the effect of the same DIF treatments on four other tomato cultivars. Similar to Managua RZ, the negative DIF treatment decreased stem length in all four tomato cultivars, but it did not affect stem thickness (Supplementary Figure 3). This suggests that the growth responses observed are a common feature among tomato seedlings.

### Negative DIF Affects Gene Expression

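Gene expression was measured in epicotyls, the part of the stem above the cotyledons, of tomato seedlings grown for 7 d with a 16 h photoperiod. Day and night temperatures were 30°C and 25°C in the positive DIF treatment and 25°C and 30°C in the negative DIF treatment. Supplementary Figure 1 places the harvest within the light period, so the seedlings were at 30°C under positive DIF and at 25°C under negative DIF when collected. Each treatment had 3 arrays, 1 per biological replicate, each hybridised with a single labelled sample. The authors deposited the scanner output of each array, which gives the brightness of every spot after background subtraction within the array, and a table of normalized log2 values for 33614 genes. An array carried 43803 probes that are not controls, each on a single spot, and 1234 of them have no tomato gene identifier. Between 27230 and 29341 probes were well above background on the negative DIF arrays and between 27415 and 28651 on the positive DIF arrays. No probe was saturated, and 2 probes on each of 2 arrays were left out as non-uniform spots. The number of arrays limits the precision of every value. For each array, the log2 of the processed signal was taken and the array's 75th percentile was subtracted. Differences were tested probe by probe with limma, with Benjamini-Hochberg adjustment over all probes, and different probes of a gene were kept apart. All fold changes are negative DIF relative to positive DIF. Where no array of a treatment had a probe well above background, only a lower bound is given. The bound sets the mean of the brighter treatment against the lowest signal well above background on each array of the other, or against the probe's own signal where that is higher. Negative DIF replicates 1 and 2 were on one slide, and negative DIF replicate 3 shared a second slide with the 3 positive DIF arrays, so slide and treatment overlap in part. In the deposited table of normalized values, the heading over the columns names the opposite treatment to Supplementary Tables 1 and 2. The columns were read as the supplementary tables name them, which matches 600 of their 600 rows within 0.001, against 0 rows when read by the heading.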

To examine the mechanisms underlying stem growth regulation under the DIF treatments, we analyzed epicotyl transcriptomes in seedlings grown under positive or negative DIF for 7 d (Supplementary Figures 1B,C) and explored differentially expressed genes (DEGs). 

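Of the 43803 probes, 4450 were higher and 3820 lower under negative DIF at an unadjusted p under 0.05 in limma. After Benjamini-Hochberg adjustment, 186 probes were higher and 217 lower at an adjusted p under 0.05, and each of these changed by more than 1 on the log2 scale. Among all probes, 11818, or 27.0%, had the 3 arrays of one treatment all above the 3 of the other, where chance alone gives 10%. Of the settings run, the adjusted count was largest with slide as a random block, at 1490 probes higher and 1527 lower, and it fell to 0 in both directions without negative DIF replicate 1 and when slide was fitted as a fixed block. Fitting the replicate number as a block also gave 0 in both directions. The random slide block estimated a negative correlation within slides of -0.216, which narrows the errors. A gene that passes with it, here or below, has not met a stricter test. The fixed slide block leaves negative DIF replicate 3 against the 3 positive DIF arrays. At the unadjusted threshold the fixed block gave 1700 probes higher and 1534 lower. The SD of the log2 differences between 2 arrays of the same treatment was between 0.47 and 0.77 over probes well above background on every array of at least 1 treatment, and between 0.82 and 1.18 for 2 arrays of different treatments.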

Microarray analysis revealed more than 5000 DEGs, with some upregulated and downregulated by negative DIF treatment (Figure 3A). We performed gene ontology (GO) analysis using the top 300 upregulated and downregulated genes (*P* < 0.05) (Supplementary Tables 1, 2). 

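Both supplementary lists are complete at 300 genes. The 300 probes with the largest rise among those at an unadjusted p under 0.05 in limma shared 119 genes with Supplementary Table 1, and the 300 with the largest fall shared 136 genes with Supplementary Table 2. The paper's text names no test for the arrays. Student's t-test with equal variances on the authors' deposited values, ranked in the same way, gave 300 of the 300 genes of each list. All 300 genes of Supplementary Table 1 and all 300 of Supplementary Table 2 had a probe at an unadjusted p under 0.05 on the scanner values, and 65 and 103 of them had one at an adjusted p under 0.05. In each list 299 genes went the listed way on every probe, and 1 gene had a probe that went the other way. The paper's own q is under 0.05 for 71 genes of Supplementary Table 1 and 97 genes of Supplementary Table 2. How this q was calculated is not named in the paper's text. It is more lenient than Benjamini-Hochberg adjustment of Student's t-test over the 33614 deposited genes. That adjustment left 16 genes higher and 26 lower under 0.05. The 5 probes with the largest fitted rise past the adjusted threshold included both probes of Solyc10g052470, annotated in the supplementary table as a MYB family transcription factor. Only 1 of its 3 positive DIF arrays was well above background on either probe, so the size of the rise rests on signals near background. The fitted log2 fold change was 6.09 (standard error 0.87, adjusted p = 0.046 from limma) on one probe and 4.87 (standard error 0.48, adjusted p = 0.028 from limma) on the other. The authors' deposited row holds the values of the latter probe, and limma on it gave 3.35. Solyc03g098010, an acid phosphatase, was well above background on every array and rose by 4.95 on the log2 scale (standard error 0.45, adjusted p = 0.023 from limma). Its rise was 4.24 in limma on the authors' deposited values and 3.79 with normexp background correction. The legumin gene Solyc01g094110 was at least 6.28-fold higher and Solyc04g039720, a protein of unknown function, at least 6.17-fold higher, as neither was well above background on any positive DIF array. Of the largest falls, the peroxidase Solyc02g083480 was well above background on all 6 arrays and changed by -6.65 on the log2 scale (standard error 0.89, adjusted p = 0.043 from limma). Its processed signals were 33.9, 37.1 and 38.0 under negative DIF and ran from 639 to 7373 under positive DIF. The log2 fold change was -5.64 in limma on the authors' deposited values and -5.15 with normexp background correction. The laccase Solyc05g052400 was well above background on 1 of the 3 negative DIF arrays, so the size of its fall also rests on signals near background. Its fitted log2 fold change was -8.08 (standard error 1.12, adjusted p = 0.044 from limma), and -5.79 in limma on the authors' deposited values. Not well above background on any negative DIF array, the MtN3-like gene Solyc06g072620 was at least 53.7-fold lower, the laccase Solyc09g010990 at least 31.1-fold lower and Solyc02g068970, of unknown function, at least 17.9-fold lower on its second probe. With normexp background correction the bounds were lower, at 2.48 for Solyc01g094110, 2.14 for Solyc04g039720, 15.1 for Solyc06g072620, 8.82 for Solyc09g010990 and 5.77 for Solyc02g068970. The bound for Solyc01g094110 also fell to 3.91 without negative DIF replicate 1 and to 3.02 with slide as a fixed block. For each of these 10 probes the 3 arrays of one treatment lay on one side of the other 3. Leaving out 1 array raised the adjusted p above the threshold for every one of them in at least 1 of the 6 fits.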

Enriched GO terms in biological process were found in cell wall macromolecule catabolic/metabolic process and (programmed) cell death (Figure 3B). 

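Descriptions were at hand only for the 600 genes of the supplementary lists, so their families were tallied without an enrichment test. Among genes described as chitinases, 15 were in the list of genes higher under negative DIF and 1 in the list of lower genes. Genes described as xyloglucan endotransglucosylases numbered 6 and all were lower, while the 5 genes described as cellulose synthases were all higher. For disease resistance proteins the tally was 3 higher and 2 lower, and for receptor kinases 7 higher and 14 lower. The lists were chosen by direction and size on these arrays, so the tallies describe the lists and are not a test. The paper names cell wall macromolecule metabolism and cell death as the enriched processes and turns to cell wall-related genes because stem elongation is related to cell wall modification.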

Since stem elongation is related to cell wall modification, we focused on cell wall-related genes for further analyses. In addition, hormone-related genes could be involved in temperature-dependent regulation of epicotyl elongation; consequently, GA and IAA-related genes were also included in further analyses. In total, seven DEGs associated with the cell wall, GA, and IAA, as well as a *PIF4* homolog possibly related to temperature-dependent hypocotyl elongation, were chosen for further analyses (Figure 3C).

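The 7 genes other than SlPIF4 were represented by 8 probes. SlTAA1 was not well above background on any array, so its direction is not counted, and the other 6 genes were lower under negative DIF on every probe. At an unadjusted p under 0.05 in limma 6 of the 7 genes passed, and at an adjusted p under 0.05 over all probes 1 passed, SlEXP1. With slide as a fixed block, SlSAUR47, SlEXP1 and SlXTH2 were still under 0.05 unadjusted, SlGA20ox1, SlYUC and SlEXP2 were not, and no gene passed the adjusted threshold. Adjusted over the list alone, with all 9 probes of the 8 genes, 6 of the 7 genes passed, which is not independent evidence because the genes were chosen on these arrays. SlPIF4 (Solyc07g043580) was slightly higher, with a log2 signal relative to the 75th percentile of 1.60 ± 0.07 (SD, n = 3 arrays) under negative DIF and 1.31 ± 0.12 (SD, n = 3) under positive DIF. Its log2 fold change was 0.30 (standard error 0.17, adjusted p = 0.408 from limma), and the 3 negative DIF arrays lay above the 3 positive DIF arrays. An exact permutation test of 3 arrays against 3 cannot give a two-sided p below 0.1.

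**Figure D1:**
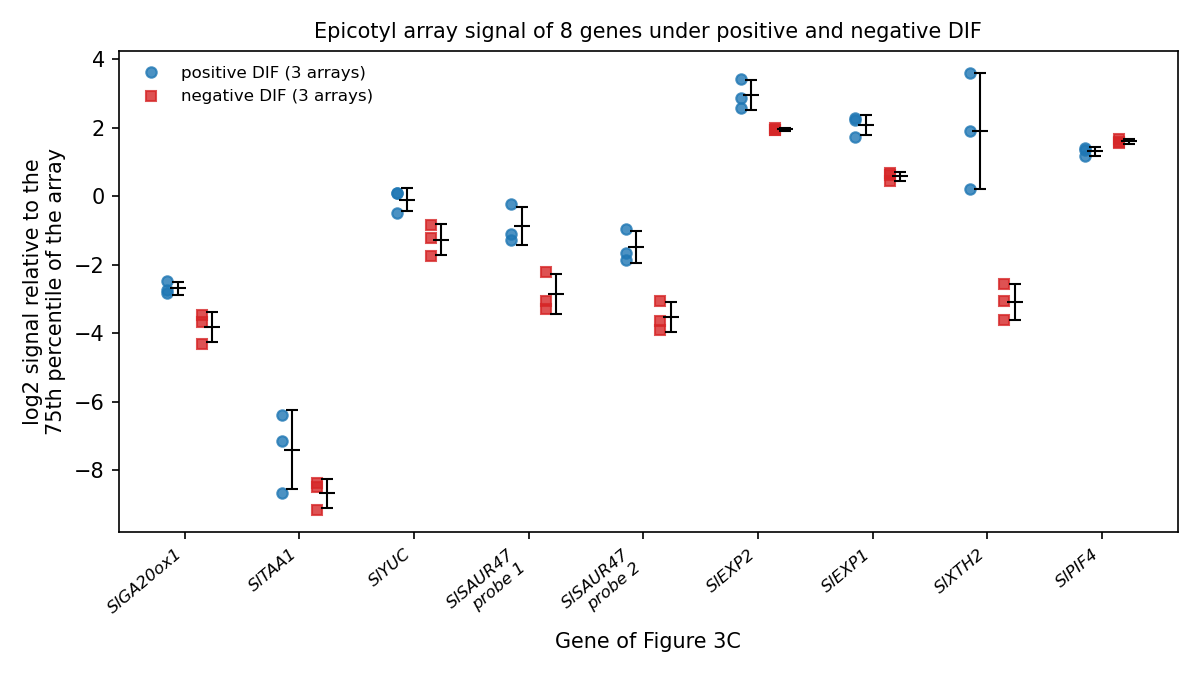
Log2 signal relative to the 75th percentile of the array (vertical axis) for the 9 probes of the 8 genes of Figure 3C, with circles for the 3 positive DIF arrays, squares for the 3 negative DIF arrays, and black bars for the mean and SD of each treatment. The treatments overlap only for SlTAA1. SlXTH2 has the widest spread among positive DIF arrays, with an SD of 1.69.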

**FIGURE 3:**
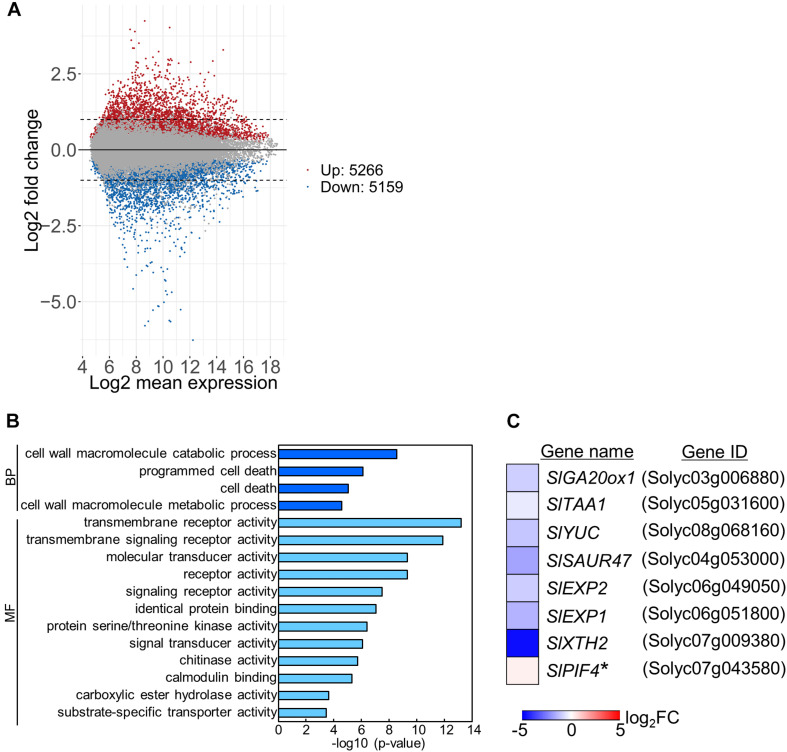
Transcriptome analysis of tomato under positive and negative DIF treatments. Total RNA was extracted from epicotyls of tomato seedlings grown for 7 days under positive DIF and negative DIF and subjected to microarray analysis with three biological replicates. **(A)**, MA plots of microarray data in the positive DIF and negative DIF treatments. Red and blue dots represent genes upregulated (Up: 5266 genes) and downregulated (Down: 5159), respectively, under negative DIF in comparison with positive DIF. Gray dots represent genes that did not significantly differ between DIF treatments. **(B)**, GO terms enriched among the DEGs (top 300 upregulated and top 300 downregulated genes; *P* < 0.05) identified. **(C)**, List of 8 genes associated with stem elongation. The relative expression level of each gene under negative DIF compared with that under positive DIF is shown on the heatmap, which represents the log_2_ fold-change (FC). The color scale is shown at the bottom. +DIF, positive DIF; -DIF, negative DIF; BP, Biological Process; MF, Molecular Function.

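Counted as genes, with a gene taken once per direction if any of its probes passed, limma on the scanner values gave 3957 genes higher and 3302 genes lower under negative DIF at an unadjusted p under 0.05, of 34527 genes with a tomato identifier on the array. Probes without one are not counted here. After Benjamini-Hochberg adjustment 169 genes were higher and 196 lower. Student's t-test on the authors' deposited values of 33614 genes gave 3655 genes higher and 3846 lower at its unadjusted threshold of 0.05, and 16 higher and 26 lower after Benjamini-Hochberg adjustment. On the same scanner values as limma, Student's t-test gave 3788 genes higher and 3274 lower unadjusted, and 12 higher and 15 lower after Benjamini-Hochberg adjustment.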

### GA and IAA Biosynthesis Genes Were Downregulated in Stems Under the Negative DIF Treatment

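SlGA20ox1 (Solyc03g006880) encodes GA 20-oxidase and has 1 probe on the array. Its log2 signal relative to the 75th percentile was -3.81 ± 0.44 (SD, n = 3 arrays) under negative DIF and -2.68 ± 0.19 (SD, n = 3) under positive DIF. The log2 fold change was -1.13 (standard error 0.27, unadjusted p = 0.0052 and adjusted p = 0.105 from limma), so the gene passed the unadjusted threshold but not the adjusted one. All 3 negative DIF arrays were below all 3 positive DIF arrays, and the log2 fold change stayed between -1.30 and -0.89 with each array left out in turn. Over the alternative settings the adjusted p lay between 0.030 and 0.701, and it was under 0.05 with normexp, on the authors' deposited values with limma and with slide as a random block. With slide as a fixed block the log2 fold change was -0.99 and the unadjusted p from limma 0.058, so the gene no longer passed the unadjusted threshold.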

Among the identified DEGs, a key gene of *de novo* GA biosynthesis, namely *GA20-oxidase* (*SlGA20ox1*: Solyc03g006880), was downregulated (Figure 3C). Using reverse transcriptase real-time PCR, we confirmed that the expression of *SlGA20ox1* was significantly downregulated in both hypocotyls and epicotyls under the negative DIF treatment (Figure 4A). The following genes involved in IAA biosynthesis were also among the downregulated DEGs: *YUCCA (YUC)*, which encodes a flavin monooxygenase-like enzyme; *TRYPTOPHAN AMINOTRANSFERASE OF ARABIDOPSIS (TAA)*; and IAA responsive factor *SMALL AUXIN UP RNA (SAUR)* (Figure 3C). 

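On the arrays, SlYUC (Solyc08g068160) had a log2 signal relative to the 75th percentile of -1.26 ± 0.45 (SD, n = 3 arrays) under negative DIF and -0.10 ± 0.34 (SD, n = 3) under positive DIF. Its log2 fold change was -1.17 (standard error 0.31, unadjusted p = 0.0081 and adjusted p = 0.123 from limma). SlTAA1 (Solyc05g031600) was not well above background on any of the 6 arrays, with processed signals from 3.86 to 17.9, so no fold is given. SlSAUR47 (Solyc04g053000) has 2 probes, both lower under negative DIF. The log2 fold change was -1.98 (standard error 0.40, adjusted p = 0.078 from limma) on the first probe and -2.04 (standard error 0.33, adjusted p = 0.056 from limma) on the second. For SlYUC and both SlSAUR47 probes, the 3 negative DIF arrays were all below the 3 positive DIF arrays. With slide as a fixed block SlYUC had a log2 fold change of -0.73, with an unadjusted p of 0.120 and an adjusted p of 0.835 from limma, so it lost its unadjusted call, while SlSAUR47 kept its own on both probes. SlYUC passed the adjusted threshold with normexp and with slide as a random block, and both SlSAUR47 probes did in these settings, with dim probes filtered and with trend and robust. The authors' deposited row for SlSAUR47 holds the values of its first probe, and it passed in limma too. In the paper's lists, 9 genes are described as SAUR proteins, all of them in Supplementary Table 2.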

Our reverse transcriptase real-time PCR analysis confirmed that *SlTAA1* (Solyc05g031600) and *SlYUC* (Solyc08g068160) were downregulated in tomato epicotyl tissues under the negative DIF treatment (Figures 4B,C). *SlSAUR47* (Solyc04g053000) was significantly downregulated in both hypocotyl and epicotyl tissues under the negative DIF treatment (Figure 4D).

**FIGURE 4:**
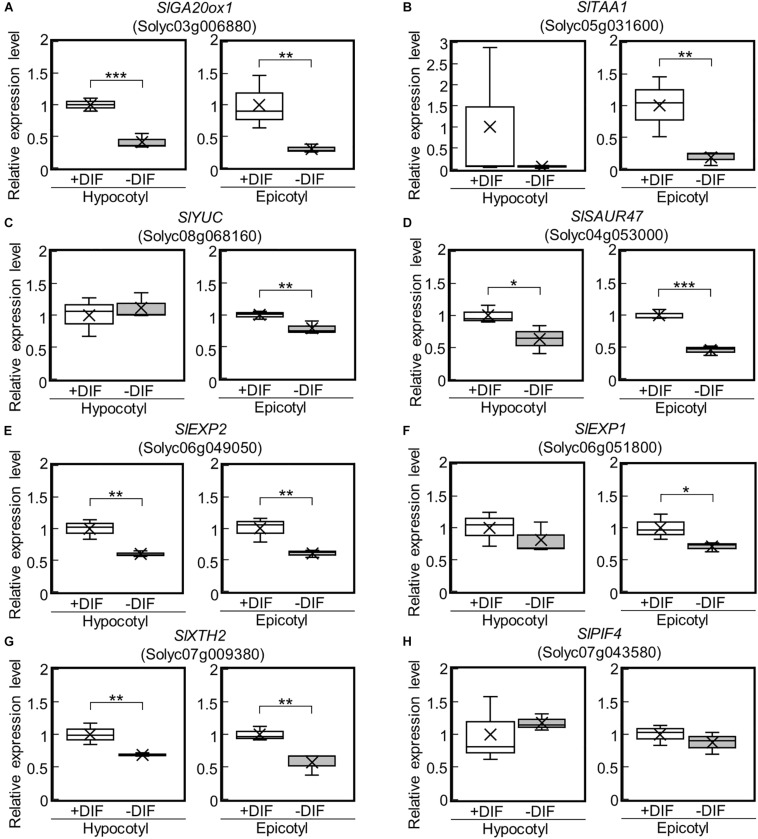
Expression of GA-, IAA-, and cell wall-related genes in epicotyls and hypocotyls under negative and positive DIF treatments. The expression of *SlGA20ox1* **(A)**, IAA-related genes (*SlTAA1*, *SlYUC*, *SlSAUR47*) **(B–D)**, cell wall-related genes (*SlEXP2*, *SlEXP1*, *SlXTH2*) **(E–G)**, and *SlPIF4* **(H)** in epicotyls and hypocotyls grown under positive and negative DIF treatments were analyzed using reverse transcriptase real-time PCR. Data are shown as boxplots (*n* = 3). Cross marks in boxplot indicate the mean values. *P < 0.1; **P < 0.05; ***P < 0.01 (Student’s *t* test). +DIF, positive DIF; -DIF, negative DIF.

### Cell Wall Modification Genes Were Downregulated in Stems Under the Negative DIF Treatment

In our transcriptome analysis, *expansins* (*SlEXP2*; Solyc06g049050 and *SlEXP1*; Solyc06g051800) and *Xyloglucan endotransglucosylase/hydrolase* (*SlXTH2*; Solyc07g009380) were downregulated (Figure 3C). 

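SlEXP1 (Solyc06g051800) had a log2 signal relative to the 75th percentile of 0.58 ± 0.13 (SD, n = 3 arrays) under negative DIF and 2.08 ± 0.30 (SD, n = 3) under positive DIF. Its log2 fold change of -1.50 (standard error 0.22, adjusted p = 0.048 from limma) was past the adjusted threshold, and the adjusted p rose to between 0.063 and 0.178 with each array left out in turn and to 0.432 with slide as a fixed block. SlEXP2 (Solyc06g049050) was at 1.95 ± 0.03 (SD, n = 3) under negative DIF and 2.95 ± 0.44 (SD, n = 3) under positive DIF, a log2 fold change of -0.998 (standard error 0.25, unadjusted p = 0.0071 and adjusted p = 0.117 from limma). SlXTH2 (Solyc07g009380) fell furthest of the 3 genes, with a log2 fold change of -4.98 (standard error 0.83, unadjusted p = 8.4e-04 and adjusted p = 0.058 from limma). Its processed signal was 197, 230 and 264 on the negative DIF arrays and 5542, 1798 and 17855 on the positive DIF arrays, so the spread among positive DIF replicates was wide but every array was above the negative DIF arrays. Both SlEXP2 and SlXTH2 came to pass the adjusted threshold in limma on the authors' deposited values, with adjusted p = 0.033 and adjusted p = 0.023, and also with normexp, with trend and robust and with slide as a random block. With slide as a fixed block neither passed it, and the unadjusted p from limma was 0.0503 for SlEXP2 and 0.0129 for SlXTH2.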

Our reverse transcriptase real-time PCR analysis revealed that *SlEXP2* and *SlXTH2* were significantly downregulated in both hypocotyls and epicotyls under the negative DIF treatment (Figures 4E,G). *SlEXP1* was also downregulated in epicotyls under the negative DIF treatment (Figure 4F). These results are in line with the negative DIF treatment-driven repression of stem elongation.

We further examined the expression of *PIF4*, but the expression of *SlPIF4* (Solyc07g043580), a homolog of *A. thaliana PIF4*, was not affected by DIF treatment (Figure 4H).

### Higher Temperatures Under Positive DIF Upregulate Genes for GA and IAA Biosynthesis, as Well as Cell Wall Modification in Epicotyls

We next examined the expression of the DEGs under the CT (25°C/20°C) and HT (30°C/25°C) positive DIF treatments (Supplementary Figures 1A,B) using reverse transcriptase real-time PCR. *SlGA20ox1, SlYUC*, *SlEXP2*, and *SlXTH2* were upregulated in epicotyls under the HT treatment (Figures 5A,C,E,G). *SlSAUR47* and *SlEXP1* were also upregulated in both hypocotyls and epicotyls under the HT treatment (Figures 5D,F). These results are consistent with the positive DIF treatment-driven promotion of stem elongation. In addition, *SlPIF4* was upregulated in epicotyls under the HT treatment (Figure 5H).

**FIGURE 5:**
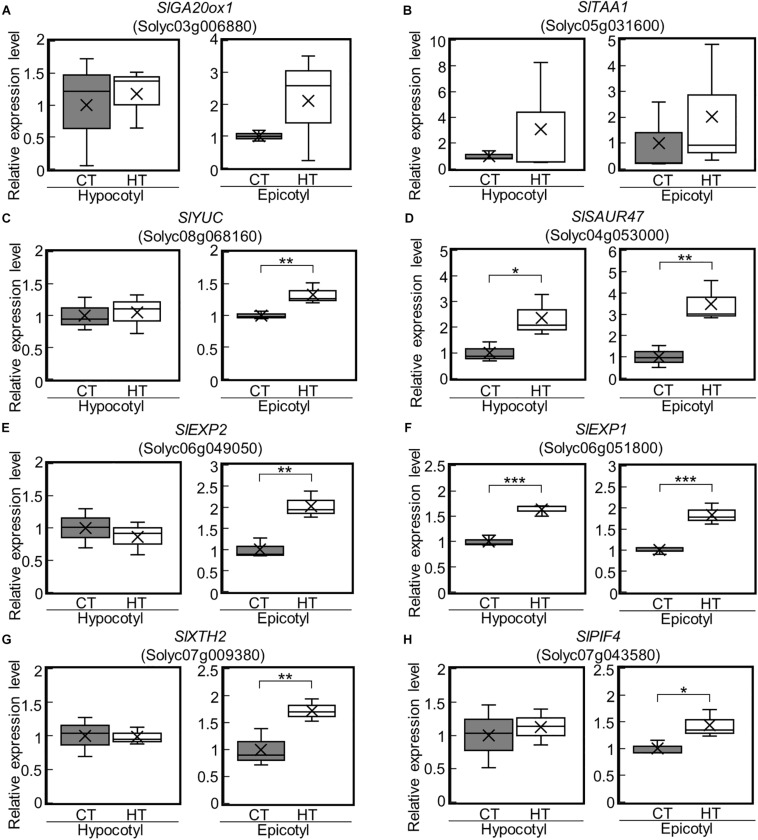
Expression of GA-, IAA-, and cell wall-related genes in epicotyls and hypocotyls under two different temperatures. The expression of *SlGA20ox1* **(A)**, IAA-related genes (*SlTAA1*, *SlYUC*, *SlSAUR47*) **(B–D)**, cell wall-related genes (*SlEXP2*, *SlEXP1*, *SlXTH2*) **(E–G)**, and *SlPIF4* **(H)** in epicotyls and hypocotyls grown under control and high temperatures were analyzed by reverse transcriptase real-time PCR. Data are shown as boxplots (*n* = 3). Cross marks in boxplot indicate the mean values. *P < 0.1; **P < 0.05; ***P < 0.01 (Student’s *t* test). CT, control temperature; HT, high temperature.

### Phytohormone Concentrations Are Consistent With Stem Elongation and Gene Expression Patterns in Response to DIF Treatments

We further investigated the effect of growth temperature on phytohormone concentrations in hypocotyls and epicotyls (Figure 6). Under positive and negative DIF treatments, GA_1_ and GA_4_, bioactive forms, could only be quantified in epicotyls under the positive DIF treatment, whereas they were below the quantification limit in all other tissues (Figures 6A,B). Another bioactive form, GA_7_, was also below the quantification limit (Figure 6C). The concentrations of the precursors, including GA_9_, GA_19_, GA_20_, GA_24_, and GA_44_, were lower in hypocotyls or epicotyls, while that of GA_53_ was higher, under the negative DIF treatment compared with those under the positive DIF treatment (Figures 6D,F–J).

**FIGURE 6:**
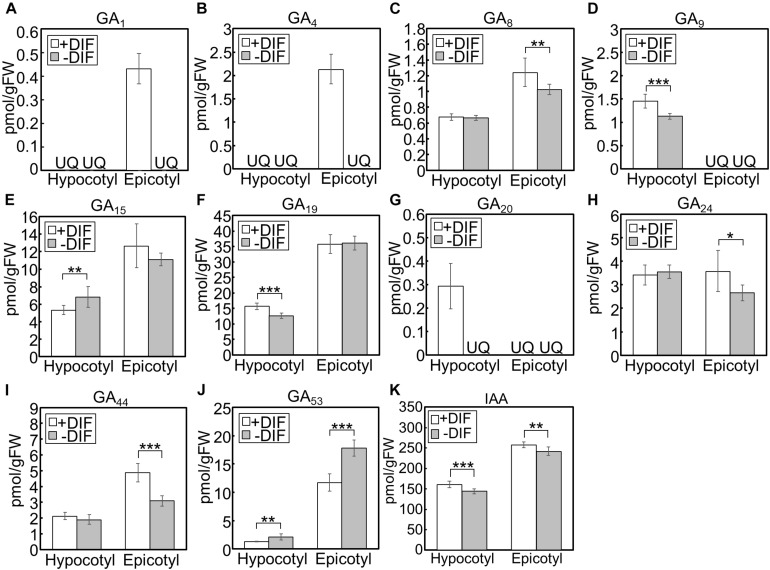
GA and IAA concentration in hypocotyls and epicotyls under negative and positive DIF treatments. Hypocotyls and epicotyls of tomato seedlings grown for 7 days under positive and negative DIF treatments were harvested and subjected to hormone analysis. The concentrations of GAs **(A–J)** and IAA **(K)** were quantified using liquid chromatography-tandem mass spectrometry. Data are represented as mean ± SD (*n* = 4 or 5). *P < 0.1; **P < 0.05; ***P < 0.01 (Student’s *t* test). GA_7_ and GA_12_ were below the quantification limit. +DIF, positive DIF; -DIF, negative DIF; FW, fresh weight; UQ, under quantification limit.

When we analyzed hormone species under the CT and HT positive DIF treatments (Figure 7), GA_1_ and GA_4_ were only detected in epicotyls under the HT treatment (Figures 7A,B). Concentrations of the inactive precursors GA_15_, GA_24_, and GA_44_ in epicotyls were higher under the HT treatment than those under the CT treatment (Figures 7E,H,I). Conversely, concentrations of GA_53_ were lower under the HT treatment those under the CT treatment (Figure 7J). These patterns were opposite to the changes that occurred following negative DIF treatment (Figure 6).

**FIGURE 7:**
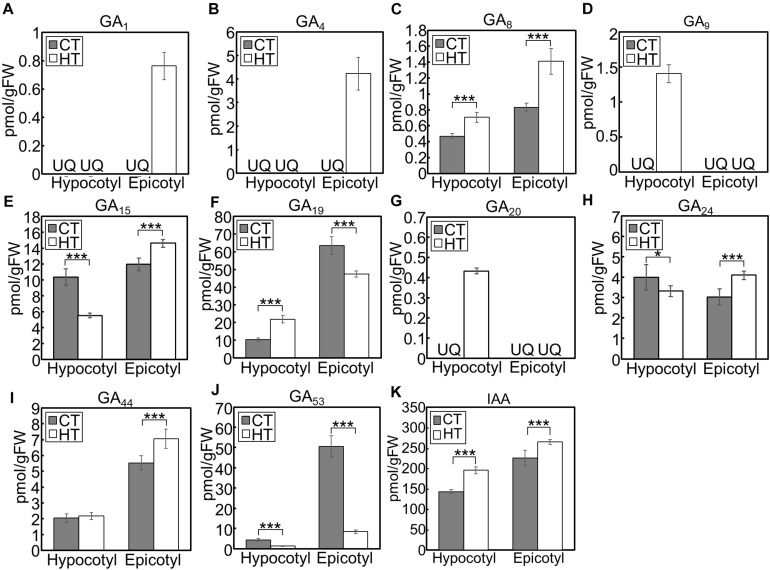
GA and IAA concentration in hypocotyls and epicotyls under two different temperatures. Hypocotyls and epicotyls of tomato seedlings grown for 7 days under control and high temperatures were harvested and subjected to hormone analysis. The concentrations of GAs **(A–J)** and IAA **(K)** were quantified using liquid chromatography-tandem mass spectrometry. Data are represented as mean ± SD (*n* = 4 or 5). *P < 0.1; ***P < 0.01 (Student’s *t* test). GA_7_ and GA_12_ were below the quantification limit. CT, control temperature; HT, high temperature; FW, fresh weight; UQ, under quantification limit.

IAA concentrations in negative DIF-treated hypocotyls and epicotyls were slightly but significantly lower than those in positive DIF-treated tissues (Figure 6K). In contrast, the concentrations of IAA in hypocotyls and epicotyls were higher under HT than those under CT (Figure 7K). These results were consistent with the expression pattern of IAA biosynthesis and signaling genes (Figures 4, 5).

We also quantified the concentration of cytokinins (CKs) because the involvement of this hormone in vascular development is well-documented (Kieber and Schaller, 2014). Several *N*^6^-(Δ^2^-isopentenyl) adenine (iP)-type and *trans*-zeatin-type (tZ-type) species had higher concentrations in negative DIF-treated epicotyls than positive DIF-treated epicotyls (Supplementary Figure 4). Conversely, an opposite effect was found under the CT and HT treatments (Supplementary Figure 5).

## Discussion

In this study, we demonstrated that DT and NT affect stem growth in tomato seedlings, and that this is possibly mediated by the regulation of GA-, IAA-, and cell wall-related genes. Under the positive DIF treatment, higher temperatures promoted stem elongation, and this was accompanied by the upregulation of GA and IAA synthesis genes, resulting in higher concentrations of their active forms. Conversely, negative DIF inhibited stem elongation, which was accompanied by the downregulation of GA and IAA synthesis genes and decrease in GA and IAA concentrations. Although numerous studies have investigated plant growth regulation in response to temperature, our study provides information about possible mechanisms regulating stem growth under DIF treatments.

Under the negative DIF treatment, the concentrations of GA_1_, GA_4_, and some GA precursors were lower, whereas those of GA_53_ were higher, compared with those under positive DIF treatment. Furthermore, the expression of *SlGA20ox1* was downregulated under the negative DIF treatment. In contrast, under the positive DIF treatment (i.e., higher temperatures), upregulation of *SlGA20ox1* was observed and this treatment had the opposite effect on the profile of GA_1_, GA_4_ and the precursors, compared to that of the negative DIF treatment. Since *GA20ox* catalyzes the following multi-step reactions: GA_12_/GA_53_→GA_15_/GA_44_→GA_24_/GA_19_→GA_9_/GA_20_, these results were consistent with the downregulation or upregulation of *SlGA20ox1* expression. In addition, as GA_8_ is the inactivated form of GA_1_, lower GA_8_ concentrations in negative DIF-treated epicotyls supported weakened GA activity. *GA20ox* plays a key role in the GA biosynthesis pathway and affects bioactive GA content (Yamaguchi, 2008). In *A. thaliana*, the over-expression of *GA20ox* enhances hypocotyl elongation (Huang et al., 1998; Coles et al., 1999; Ferrero et al., 2019), and the expression of *GA20ox* (*GA20ox1*) is upregulated by high temperatures in hypocotyls (Stavang et al., 2009). Thus, it is suggested that *SlGA20ox1* plays a key role in regulating stem elongation in tomato seedlings in response to different DIF conditions.

IAA is involved in thermomorphogenesis, such as stem elongation, in response to higher temperatures (Quint et al., 2016). In *A. thaliana* hypocotyls, high temperatures induce the expression of *YUC*, *TAA* and *SAUR*, which facilitates stem elongation (Stavang et al., 2009; Franklin et al., 2011). In our analysis, these homologs were downregulated under the negative DIF treatment and upregulated under the high temperature positive DIF treatment, suggesting that these IAA-related genes also play a role in regulating stem elongation in tomato in response to temperature conditions.

Expression patterns of the cell wall-related genes *SlEXP1*, *SlEXP2*, and *SlXTH2* were correlated with GA- and IAA-biosynthesis genes. EXPs are cell wall loosening proteins, which cause cell wall expansion (Marowa et al., 2016). Previous studies have shown that *EXPs* are involved in stem elongation of *Oryza sativa* (Cho and Kende, 1997a,b; Lee and Kende, 2001, 2002; Choi et al., 2003; Zou et al., 2015) and respond to GA (Cho and Kende, 1997b; Lee and Kende, 2001, 2002). *EXP1* has been found to be regulated by temperature in *Agrostis scabra* and *Agrostis stolonifera* (Xu et al., 2007). XTH catalyzes Xyloglucan endohydrolysis and endotransglycosylation, which is involved in the modification of cell wall structures (Rose et al., 2002). It has also been reported that *EXPs* and *XTHs* are regulated by IAA (Goda et al., 2004; Majda and Robert, 2018; Lehman and Sanguinet, 2019). The response of cell wall-related genes to temperature might be mediated by GA and/or IAA action in tomato seedlings.

Previous studies investigating the molecular mechanisms behind temperature acclimation in *A. thaliana* identified PIF4 as a key regulator (Proveniers and van Zanten, 2013; de Wit et al., 2014; Quint et al., 2016). Expression of *PIF4* was upregulated by high temperatures and was found to control GA and IAA biosynthesis and signaling (Koini et al., 2009; Stavang et al., 2009; Franklin et al., 2011; Sun et al., 2012). In our experiment, *SlPIF4* was upregulated in epicotyls under the high temperature positive DIF treatment, suggesting that similar regulatory systems are employed in tomato seedlings. Conversely, *SlPIF4* expression was not affected by the negative DIF treatment. The role of PIF4 in the regulation of stem elongation under negative DIF remains to be clarified. Future studies should focus on constructing a loss-of-function mutant to help understand its role.

Stem thickness and vessel development did not differ significantly between the negative and positive DIF treatments. Limited studies have reported the effect of temperature on stem thickness and vessel development. Among the phytohormones, CKs play an important role in vascular development (Kieber and Schaller, 2014). In a cytokinin biosynthesis mutant of *A. thaliana*, stem thickness and the number of xylems were significantly decreased (Matsumoto-Kitano et al., 2008). Another recent study suggests that CK is involved in the variation in xylem development in Dutch and Japanese tomato cultivars (Qi et al., 2020). However, in our experimental conditions, the concentration of endogenous cytokinin was increased in the negative DIF and decreased in the positive DIF treatments, suggesting that CK plays a minor role in the regulation of xylem development under these DIF treatments. Further analysis is needed to elucidate the mechanisms underlying temperature-dependent regulation of stem thickness and xylem development.

It is believed that the quality of seedlings greatly affects the final agricultural yield. Our results show that short-term negative DIF treatment can control plant height without affecting stem thickness. This might be an effective technique for growing tomatoes in nurseries. Since stem thickening is accompanied by vascular development, it may give a positive effect on mineral transport, the partition of assimilates, and fruit growth. Findings in this study would shed light on mechanisms of possible new agricultural practices.

## Materials and Methods

### Plant Materials and Growth Conditions

The tomato (*S*. *lycopersicum*) cultivar used in this study was Managua RZ (RIJK ZWAAN, Netherlands), except for the growth comparison of tomato cultivars under DIF treatments (Supplementary Figure 3). In the comparison experiment, we used CF Momotaro-York and Daiki B Baria (Takii Seed, Kyoto, Japan), and Rinka and Reiyo (Sakata Seed, Kanagawa, Japan).

Tomato seeds were imbibed in water in a petri dish at 28°C in the dark for 2 d. After imbibition, germinated seeds were transferred to a wet rockwool block (Nippon Rockwool Corporation, Japan) and were grown at 23°C/23°C (DT/NT, 16 h photoperiod) under 130 to 140 μmol photons m^–2^ s^–1^ of fluorescent illumination for 5–6 d. Next, the young seedlings, whose cotyledons were fully opened, were further grown on the rockwool block with liquid culture medium under the following two temperature-condition pairs: 25°C/20°C and 30°C/25°C, or 30°C/25°C and 25°C/30°C (DT/NT, 16 h photoperiod) under 300 μmol photons m^–2^ s^–1^ of light for 7 d (Supplementary Figure S1). The liquid culture medium contained nutrients at the following concentrations: 5 mM KNO_3_, 1 mM NH_4_H_2_PO_4_, 0.5 mM MgSO_4_, 5.5 mM Ca(NO_3_)_2_, 27 μM Fe-EDTA, 25 μM KCl, 10 μM H_3_BO_3_, 1 μM MnSO_4_, 1 μM ZnSO_4_, 0.25 μM CuSO_4_, and 0.04 μM Na_2_MoO_4_.

### Fluorescent Observation of Xylem

The middle section of the tomato seedling hypocotyls was harvested and fixed in a 4% paraformaldehyde phosphate buffer solution (Nacalai Tesque, Kyoto, Japan). The fixed hypocotyls were thinly sliced (∼0.5 mm) with a razor blade, and cross sections were observed with fluorescence microscopy (Mirror unit with U-FUW, Olympus BX53, Olympus, Japan). The diameter of vessels was measured using the ImageJ software (Abramoff et al., 2004).

### GA, IAA, and CK Quantification

Phytohormones were extracted and semi-purified as previously described (Kojima et al., 2009; Kojima and Sakakibara, 2012). CKs were quantified using an ultra-performance liquid chromatography (UPLC)-electrospray interface (ESI) tandem quadrupole mass spectrometer (qMS/MS) (AQUITY UPLC^TM^ System/Xevo-TQS; Waters, Milford, MA, United States) as described previously (Kojima et al., 2009) with an ODS column (AQUITY UPLC HSS T3, 1.8mm, 2.1 x 100 mm; Waters). IAA and GAs were quantified using an ultra-high performance liquid chromatography (UHPLC)-ESI quadrupole-orbitrap mass spectrometer (UHPLC/Q-Exactive^TM^; Thermo Fisher Scientific, United States) as described previously (Kojima and Sakakibara, 2012; Shinozaki et al., 2015) with an ODS column (AQUITY UPLC HSS T3, 1.8mm, 2.1 x 100 mm; Waters).

### RNA Extraction

Hypocotyls and epicotyls were frozen in liquid nitrogen and ground to a fine powder with a mortar and pestle. Total RNA was extracted using an RNeasy Mini kit with an RNase-Free DNase Set (Cat. No. 74104/79254, Qiagen, Hilden, Germany). The RNA in samples was quantified using a NanoDrop-1000 spectrophotometer and the quality was monitored using an Agilent 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA, United States).

### Microarray and Data Analysis

Total RNA was extracted from epicotyls of young seedlings grown for 7 d under 30°C/25°C (positive DIF) and 25°C/30°C (negative DIF) (DT/NT, 16 h photoperiod) as described in the preceding subsection. Three biological replicates were used for microarray analysis. Target labeling was performed according to the manual of the Low Input Quick Amp Labeling Kit, One-Color (Agilent Technologies). We used a tomato custom-designed microarray (platform ID “GPL21511”). Hybridization was performed according to the manufacturer’s instructions. We scanned the microarray images using an Agilent DNA Microarray Scanner G2565CA (Agilent Technologies). Scanned images were converted to signal data using Feature Extraction software (Agilent Technologies). Value definition in the data matrix was Log2. GO enrichment analysis among DEGs (top 300 upregulated and top 300 downregulated genes; *P* < 0.05) was performed using the GO Analysis Toolkit and Database for Agricultural Community (AgriGO, http://systemsbiology.cau.edu.cn/agriGOv2/) (Tian et al., 2017).

### Reverse Transcriptase Real-time PCR

First-strand cDNA was synthesized using SuperScript^TM^ III First-Strand Synthesis SuperMix (Invitrogen, Waltham, MA, United States). Real-time PCR was performed using a StepOnePlus Real Time PCR system (Applied Biosystems, Waltham, MA, United States) and a KAPA SYBR FAST qPCR Master Mix (2×) Kit (Kapa Biosystems, London, United Kingdom) under the following conditions: 95°C for 3 min; followed by 40 cycles of 95°C for 3 s and 60°C for 20 s. Gene expression was calculated using the ΔΔCT method and normalized to that of the ubiquitin homolog as the housekeeping gene (Solyc01g056940). The following primers were used: for the housekeeping gene (Solyc01g056940), forward primer 5′-CG TGGTGGTGCTAAGAAGAG-3′, reverse primer 5′-ACGAAG CCTCTGAACCTTTC-3′; for *SlGA20ox1* (Solyc03g006880), forward primer 5′-TGGCGTTCCATCAGTCCAAA-3′, reverse primer 5′-TTCGAGGGTTGTTGGAGTCC-3′; for *SlTAA1* (Solyc05g031600), forward primer 5′-TGAAGCACACCCTGC ATTTG-3′, reverse primer 5′-ACTTCCAAATCTTCTTCCACT CCTT-3′; for *SlYUC* (Solyc08g068160), forward primer 5′-GC CCTCGTGGCTAAAGGAA-3′, reverse primer 5′-CCACTGCA TAAAGTCCACACTCTC-3′; for *SlSAUR47* (Solyc04g053000), forward primer 5′-GAAGAACAGTTTGGCTTCGATTAC-3′, reverse primer 5′-CGGTATGTGAGATCAACAAACA-3′; for *SlEXP2* (Solyc06g049050), forward primer 5′-TTCGAAGGGTG CCCTGTAT-3′, reverse primer 5′-TGAATATCACCAGCAC CTCCA-3′; for *SlEXP1* (Solyc06g051800), forward primer 5′-CGCTGGCATTGTTCCTGT-3′, reverse primer 5′-CTGC ACCTGCTACATTCGTG-3′; for *SlXTH2* (Solyc07g009380), forward primer 5′-TATGCACAAGGCAAGGGAGA-3′, reverse primer 5′-TGTATTGTCTTATTGGTGTCCCATC-3′; for *SlPIF4* (Solyc07g043580), forward primer 5′-ATCAAGCAGCTGCAAT GTGC-3′, reverse primer 5′-CTGCTGAGTTTGCTGTGCTG-3′.

## Data Availability Statement

Microarray data have been deposited in the National Center for Biotechnology Information Gene Expression Omnibus (NCBI GEO) database under accession number GSE131496.

## Author Contributions

KO, AY, SI, and HS designed research. KO, AY, YK, KF, MK, YT, and KY performed research. KO and YK analyzed the data. KO and HS wrote the manuscript. All authors contributed to the article and approved the submitted version.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Abbreviations

CT: control temperature
DT: day temperature
+DIF: positive DIF
-DIF: negative DIF
HT: high temperature
NT: night temperature.

# Supplementary material for: Difference Between Day and Night Temperatures Affects Stem Elongation in Tomato (Solanum lycopersicum) Seedlings via Regulation of Gibberellin and Auxin Synthesis
**Source:** Front Plant Sci. 2020 Dec 8;11:577235. doi: 10.3389/fpls.2020.577235
**Supplement:** Supplementary Figure 1 — Schematic representation of growth conditions in the study. (A) Control temperature treatment, 25°C/20°C (DT/NT). (B) High temperature/positive DIF treatment, 30°C/25°C (DT/NT). (C) Negative DIF treatment, 25°C/30°C (DT/NT). Young tomato seedlings were grown for 7 days under each condition. White bars show the light period, black bars show the dark period, and red arrowheads show the sampling time for the experiments. Further details are explained in the Materials and Methods.

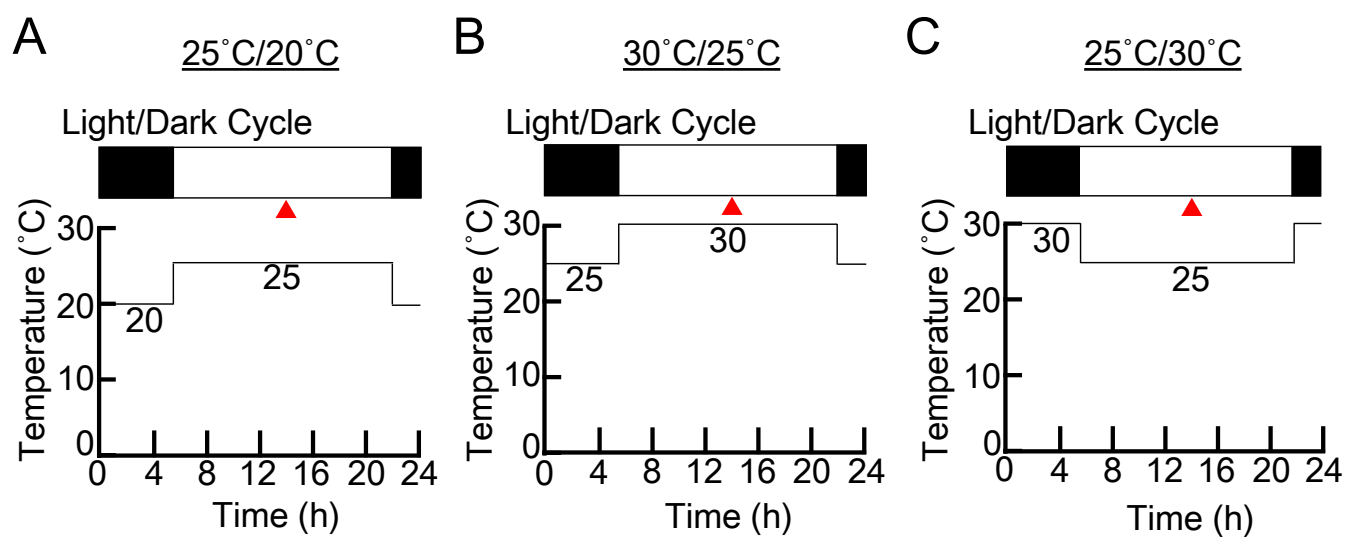

**Supplemental Figure S1.**

**A**

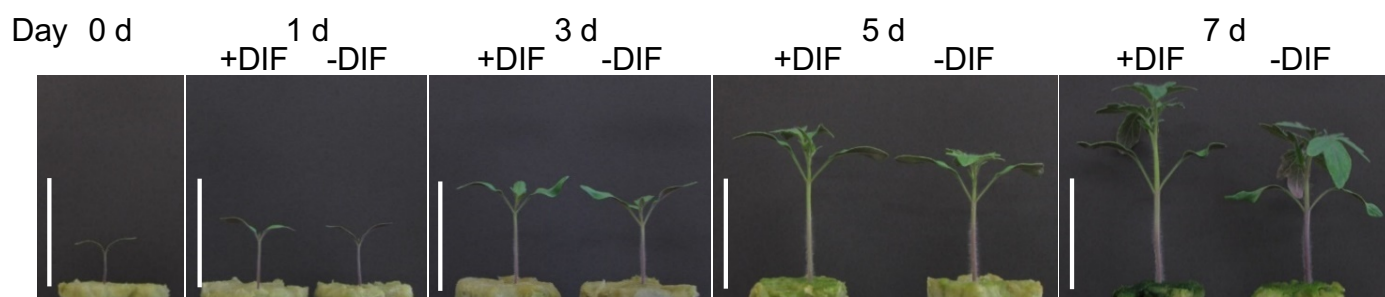

**B**

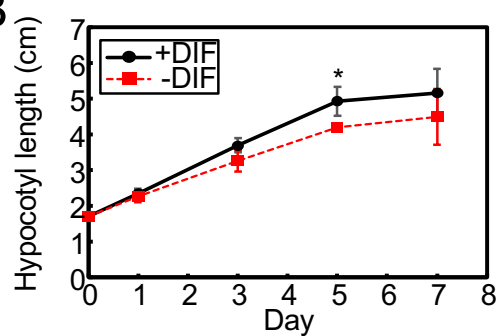

**C**

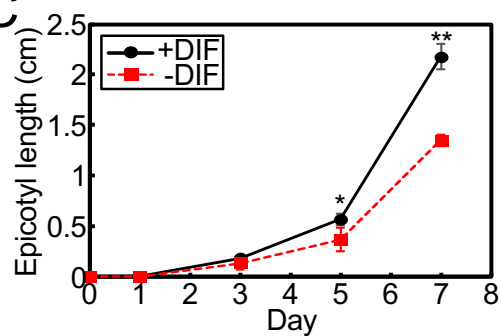

**D**

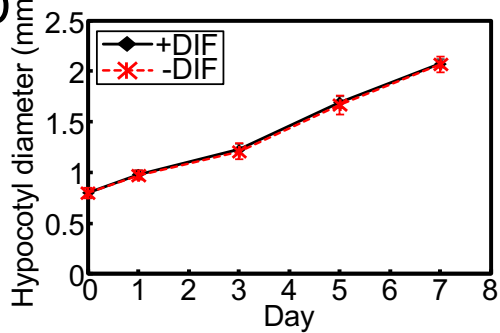

**E**

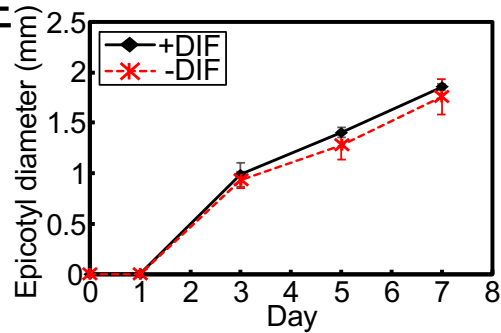

**F**

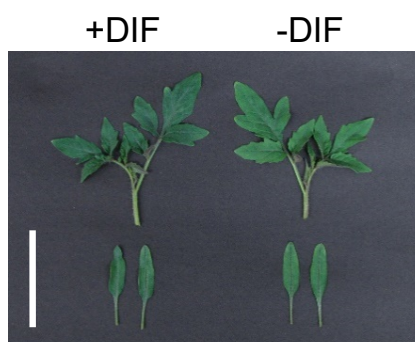

**Supplemental Figure S2.**

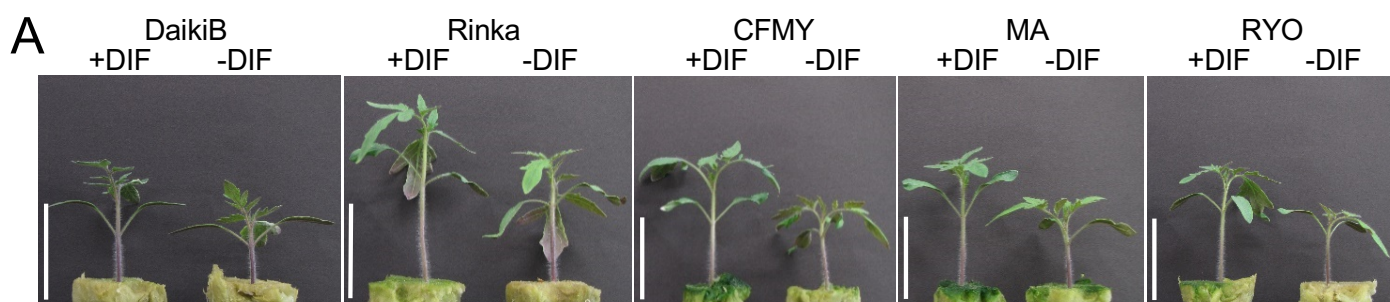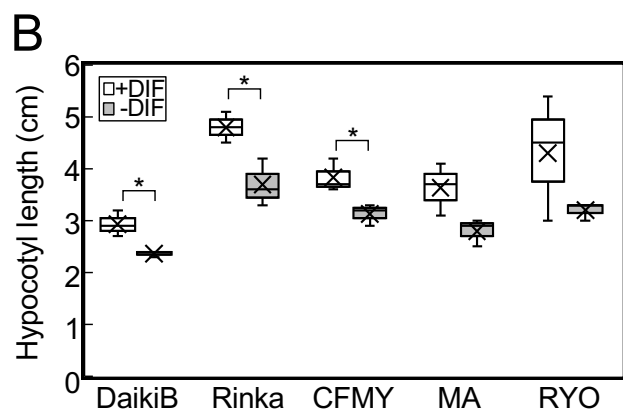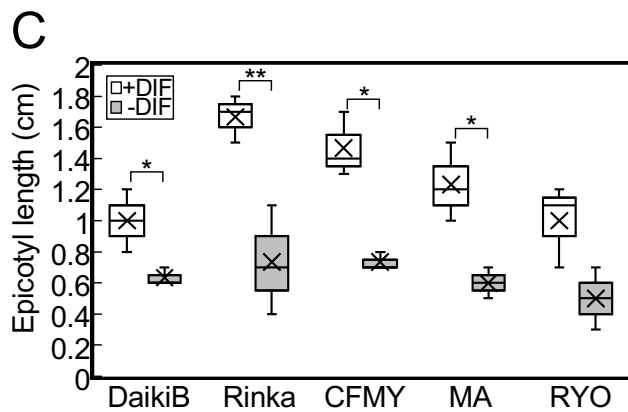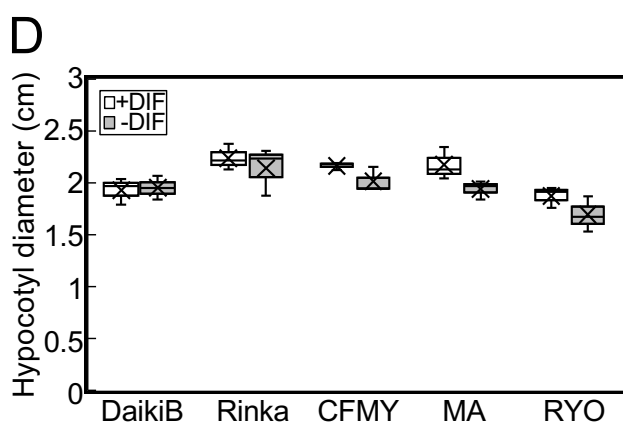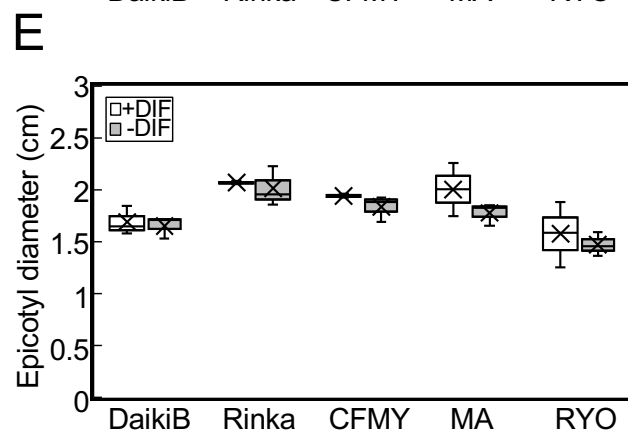

**Supplemental Figure S3.**

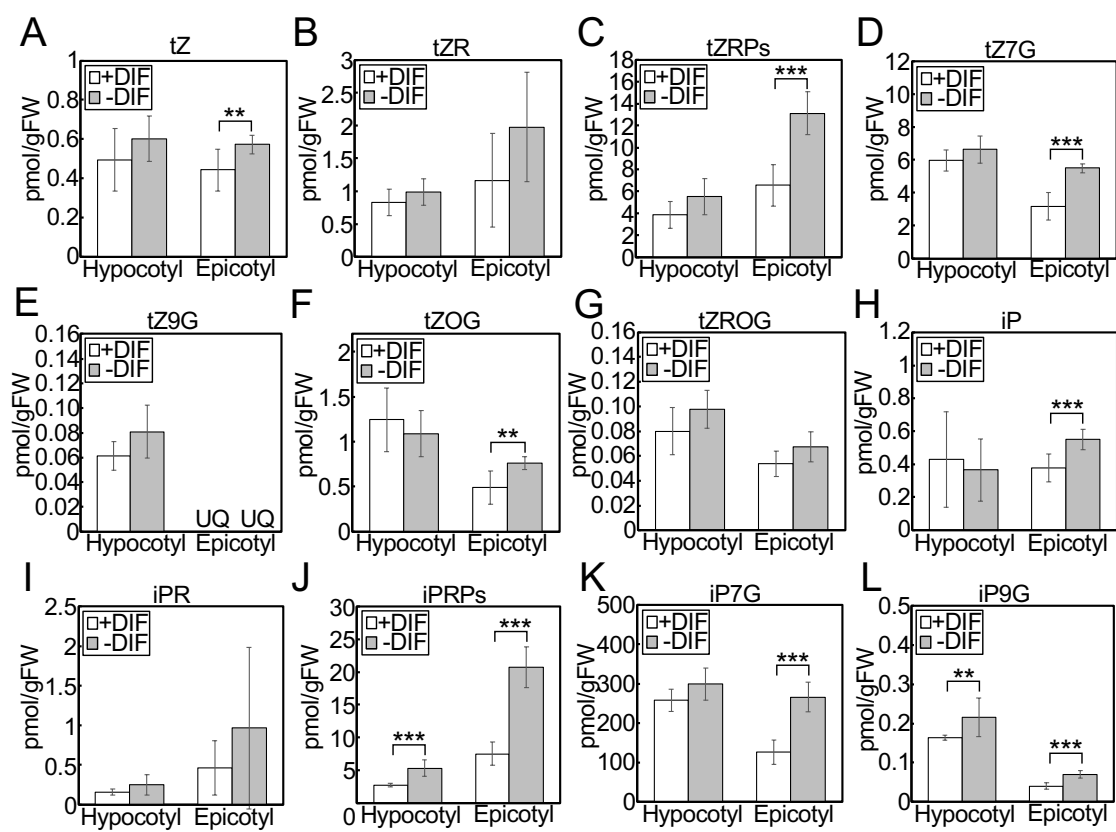

**Supplemental Figure S4.**

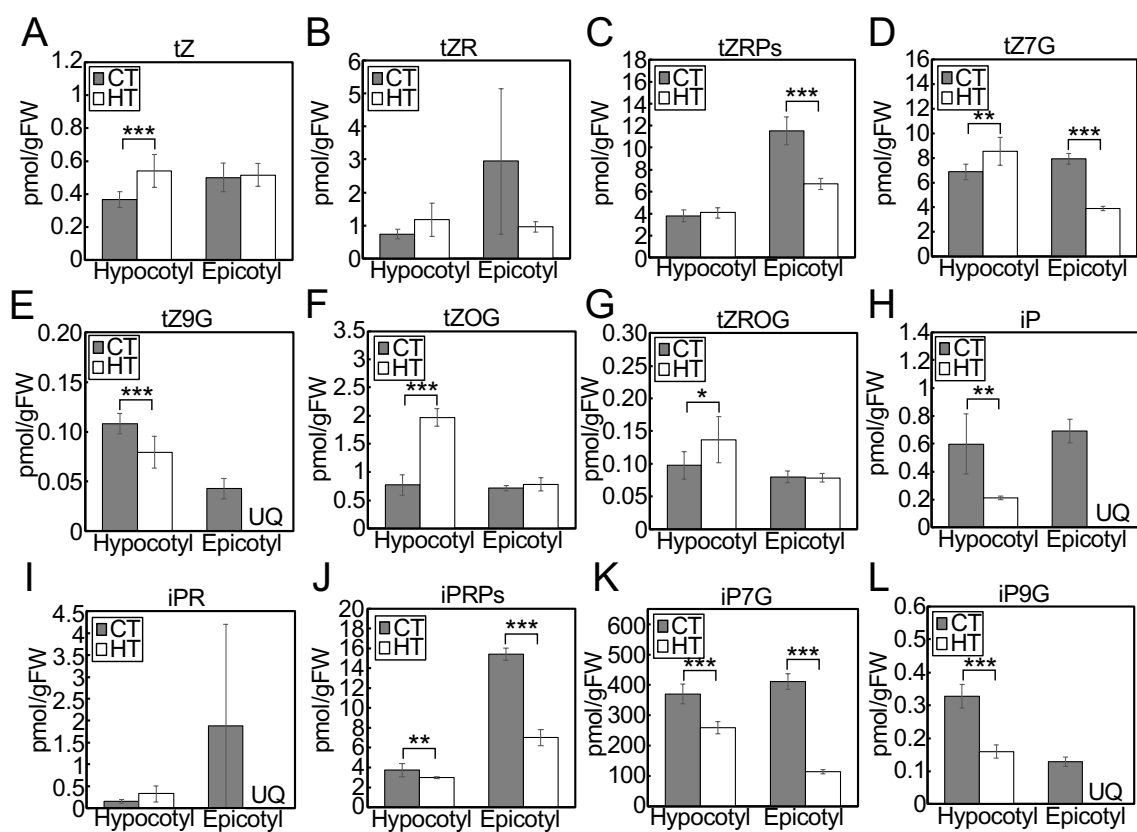

**Supplemental Figure S5.**

How the deposited data were processed for this re-analysis (not part of the article)

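Epicotyls of tomato seedlings grown for 7 d under positive or negative DIF were profiled on 6 one-colour arrays, 3 per treatment. The authors labelled total RNA with a single dye, scanned the arrays and deposited, for each array, the spot intensity values from Feature Extraction, which are background-subtracted within the array and not normalized between arrays. The authors also deposited one table of normalized log2 values for 33614 genes. The paper's text gives the unit of that table as log2 and does not name the normalization. For the 26865 of these genes that have a single probe, each column of the table has exactly the rank order of the median spot intensity minus the median background of one deposited array (Spearman correlation 1.000).

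The heading over the 6 columns of the deposited log2 table names the opposite treatment to the scanner files that the columns match and to Supplementary Tables 1 and 2. The columns were used as the supplementary tables name them. A reader who follows the heading obtains every fold change with the opposite sign. For the 6749 genes with several probes, the table lists the probe that comes last in the scanner file, while 6743 of the rows hold the values of the gene's first probe within 0.05 on the log2 scale and 0 rows match the listed probe alone. Rows of this table were therefore joined by gene, and a row was set beside the probe whose values it holds and no other probe of the gene. The same holds for the fold changes of Supplementary Tables 1 and 2, which are those of the table's rows.

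From the scanner files, control spots and 2 spots flagged as outliers on each of 2 arrays were left out, log2 of the processed signal was taken, and the 75th percentile of each array was subtracted. The deposited arrays had between 62.2% and 67.0% of 43803 probes well above background. No filter on dim probes was used in the main setting. The comparison of the 3 negative DIF arrays with the 3 positive DIF arrays was fitted with limma 3.58.1 (lmFit and eBayes) in R 4.3.3, with treatment as the only term and Benjamini-Hochberg adjustment over all probes. The threshold was an adjusted p under 0.05, and counts at an unadjusted p under 0.05 are given beside it because Supplementary Tables 1 and 2 list genes by unadjusted p. The paper's text names no test for the arrays and names Student's t-test in the legends of other experiments. The p-values printed in those tables are within 1% of Student's t-test with equal variances on the deposited log2 values for 600 of 600 genes. Tables and plots were made with Python 3.11.15, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

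The fit was tested on simulated data made from the means and spreads of the 43803 probes for 3 arrays against 3, with 200 probes changed by known amounts. In that simulation of negative against positive DIF, limma recovered 49.5% of the changed probes with 9 false calls and no wrong sign. Student's t-test recovered 18.0% with 3 false calls. The simulated noise was independent between probes, without a slide effect, and few probes were changed. These rates therefore need not hold for the real arrays.

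The genes named in the text were fixed by a rule: the 8 genes of Figure 3C, the ubiquitin homolog used as the PCR housekeeping gene, and the 5 probes with the largest rise and the 5 with the largest fall among those past the adjusted threshold whose treatments do not overlap. Alternatives were quantile normalization, the authors' deposited values, normexp background correction with an offset of 50, a filter on dim probes that left 26942 probes, eBayes with trend and robust, Student's t-test, slide as a fixed and as a random block, the replicate number as a block, each array left out in turn, and a size threshold of 1 on the log2 scale. The normexp correction used the median spot signal in place of the mean spot signal, which was not used here. The rule, the comparison of treatments and these alternatives, Student's t-test included, were set from the paper and its supplementary tables before the data were examined. Tests chosen later are named as such in the closing observations.

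A test of gene families and of GO terms was planned and not run, because descriptions were at hand for the 600 genes of Supplementary Tables 1 and 2 only; families are tallied within those lists. Real-time PCR, hormone and growth measurements were not analysed here.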

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

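Probes without a tomato gene identifier lie outside the genes the paper discusses, and 7 of the 1234 such probes passed an adjusted p under 0.05 in limma, 3 higher and 4 lower under negative DIF. At an unadjusted p under 0.05 the number was 258. Dim signal near background in both treatments is argued against as the source. Of the 7 probes, 100% were well above background on every array of at least 1 treatment, against 80.4% of all probes of this kind. The test does not cover the other treatment, so it cannot tell how far the differences rest on dim signal there. What the 7 transcripts are stays open, since the files pair them with no gene, and the treatment difference itself carries the limits on slide and on single arrays described for all probes. No biological explanation was tested.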

How the results depend on the processing

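The number of probes past an adjusted p under 0.05, 186 higher and 217 lower under negative DIF, depended strongly on the processing. It was 571 higher and 695 lower with quantile normalization, 1127 and 1173 on the authors' deposited values, 1003 and 1154 with normexp background correction, 955 and 1038 with dim probes filtered, 889 and 921 with trend and robust, and 1490 and 1527 with slide as a random block. Student's t-test gave 12 higher and 17 lower on the scanner values and 16 and 26 on the authors' deposited values. With slide as a fixed block it was 0 in both directions, at 1700 higher and 1534 lower unadjusted, and the smallest adjusted p was 0.140. The random block estimated a negative correlation within slides of -0.216, so it narrows the errors and its counts are not a stricter test. In the main setting, requiring also a change over 1 on the log2 scale removed no probe. It lowered the counts in every alternative listed here that had probes past the adjusted threshold. With quantile normalization 337 higher and 453 lower were left, and with slide as a random block 1162 and 1197. The cause of these shifts was not tested, except that the fixed slide block leaves 1 negative DIF array, whose spread is assumed to equal that of the others.

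Leaving out 1 array gave between 0 and 427 probes higher and between 0 and 140 lower at the adjusted threshold. Without negative DIF replicate 1 no probe passed, without negative DIF replicate 2 only 1 did, and without negative DIF replicate 3 the count was 427 higher and 140 lower. Without positive DIF replicates 1, 2 and 3 in turn, 75, 6 and 2 probes passed in total. Fewer arrays were fitted in each case. At the unadjusted threshold the range was 2878 to 4426 higher, the lowest without negative DIF replicate 2, and 2802 to 3527 lower.

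The unadjusted counts of 4450 higher and 3820 lower moved in fewer settings. They moved beyond 1.5 times in the fixed slide block (1700 and 1534), for probes higher in the random slide block (6807) and without negative DIF replicate 2 (2878), and for probes lower with normexp (6864). Normexp shifted the median of all probes by -0.19 on the log2 scale, against 0.07 in the main setting, and 37.7% of its unadjusted calls were higher, against 53.8%. The median also shifted by 0.11 in the fixed slide block.

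Overlap with Supplementary Table 1, 119 genes in the main setting, was 214 on the authors' deposited values with limma, 300 on them with Student's t-test, and 70 with the fixed slide block. Overlap with Supplementary Table 2, 136 genes, was 257, 300 and, with normexp, 206. With 1 array left out the overlaps were 86 to 129 and 124 to 139.

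The treatments share replicate numbers, but the deviations of same-numbered arrays from their treatment means correlated at 0.037, 0.059 and 0.217 across probes, so the numbers were not taken to pair the arrays. With a replicate block, 0 probes were higher and 0 lower at the adjusted threshold, and 3822 were higher and 3377 lower unadjusted.

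Of 312 values under these alternatives for the 20 named probes that were well above background on at least 1 array, none changed direction, 198 stayed on the same side of the adjusted threshold, 91 were no longer past it and 23 came to pass it. The authors' deposited values are counted only for the probe whose values a row holds. Signal over background limits SlTAA1, which no setting can place, and the genes given as bounds.

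The planned tests of gene families, with fry and with camera under an estimated correlation, were not run because descriptions covered the supplementary lists only. The normexp setting used the median spot signal.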

Differences from the paper's values

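The paper reports 5159 genes lower under negative DIF, where limma on the scanner values gave 3302 genes at an unadjusted p under 0.05. Of the alternatives set before the data were examined, quantile normalization (4182), the authors' deposited values with limma (4321) or with Student's t-test (3846), normexp (6037), trend and robust (3609) and the random slide block (4657) were within 1.5 times of the paper's count, and the dim-probe filter, Student's t-test on the scanner values, the fixed slide block, the replicate block and every fit with 1 array left out were not. For genes higher, the paper's 5266 was within 1.5 times of the 3957 found. No setting gave both of the paper's counts exactly. Student's t-test on the authors' deposited values gives the p-values printed in the supplementary tables. It gave 3655 genes higher and 3846 lower, so this test at 0.05 does not give the paper's counts. Quantile normalization, the authors' deposited values with either test, normexp, trend and robust and the random slide block were within 1.5 times of both.

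For Solyc10g052470 the paper's log2 fold change in Supplementary Table 1 is 3.35, against 4.87 on the probe whose values the authors' row holds. The supplementary tables print the authors' deposited values, so these give the paper's fold changes by construction, here and below. Of the other alternatives, only normexp gave a value within the replicate SD of the paper's. For the laccase Solyc05g052400 the paper's value is -5.79, against -8.08; the authors' deposited values, normexp, the fixed slide block and the fits without negative DIF replicate 1, negative DIF replicate 2, positive DIF replicate 2 or positive DIF replicate 3 were within the replicate SD, and the other alternatives were not.

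For 3 genes the lower bound exceeds 1.5 times the fold in the paper's tables. The bound is 53.7 against the paper's 23.8 for Solyc06g072620, 31.1 against the paper's 14.5 for Solyc09g010990, and 6.17 against the paper's 3.70 for Solyc04g039720. For all 3, the authors' deposited values gave the paper's fold by construction, since the supplementary tables print them. Normexp gave a bound not over 1.5 times the paper's fold. The other alternatives set before the data were examined did not close the gap.

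The paper counts SlTAA1 among the genes downregulated on the arrays. It was not well above background on any array, and its unadjusted p was 0.073 from limma on the scanner values. Its unadjusted p was under 0.05 on the authors' deposited values, with limma (0.034) and with Student's t-test (0.041), with normexp, with slide as a random block and without positive DIF replicate 2; its adjusted p was 0.121 or more under every alternative run. The paper states that SlPIF4 was not affected, from PCR; on the arrays SlPIF4 rose by 0.30 on the log2 scale, with an unadjusted p of 0.127 from limma, and it was under 0.05 unadjusted with quantile normalization and with Student's t-test on either set of values.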

Other observations

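The test of the scaling of the ubiquitin gene was chosen only after the results were seen. Heat shock proteins were among the families of the planned test, which was not run. Only their tally in lists chosen by direction is given below, which is not a test.

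Chance cannot be excluded by regrouping the arrays. Of the 10 ways to split the 6 arrays into 3 and 3, the real one gave the largest count both at the adjusted threshold, where 1 of 10 splits reached 403 probes, and at the unadjusted threshold, where 1 of 10 reached 8270; a share under 0.05 is out of reach with 10 splits. The other 9 splits gave 0 probes at the adjusted threshold and between 577 and 2332 unadjusted.

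Slide and scan follow the treatment in part. Slide as the whole cause is argued against by arrays that share none: probes that differed by more than 2 on the log2 scale between negative DIF replicates 1 and 2 and 1 positive DIF array went the same way between negative DIF replicate 3 and the other 2 positive DIF arrays, all on 1 slide, in 84.7% of cases at the lowest of the 3 choices and 91.2% at the highest. The second difference was smaller, with a median ratio to the first of 0.391 to 0.588. A slide effect on top of the treatment stays open, as does the shrinkage that follows from choosing probes by the first difference.

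The ubiquitin homolog Solyc01g056940, the housekeeping gene of the paper's real-time PCR, was higher under negative DIF on both probes, by 0.55 (standard error 0.22, adjusted p = 0.246 from limma) and 0.47 (standard error 0.21, adjusted p = 0.309 from limma) on the log2 scale, with all 3 negative DIF arrays above all 3 positive DIF arrays. Neither probe passes the adjusted threshold. The scaling of the arrays is argued against as the source, since the gene stayed at least 0.36 above the median of all probes under the 75th percentile, quantile, normexp and deposited scalings. Slide cannot be told apart from the treatment here: with slide as a block the lower of the 2 values was 0.36, with a standard error of 0.34. If the gene does differ between treatments, PCR values normalized to it may be shifted by that amount, a hypothesis that the array data alone leave open.

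In Supplementary Tables 1 and 2, 8 genes described as heat shock proteins are lower under negative DIF and 0 are higher. Harvest fell in the light period, at 25°C for negative DIF and 30°C for positive DIF, so a candidate explanation is the temperature at harvest rather than 7 days of DIF; the 8 lower genes are what it would give. It cannot be told apart from 7 d of DIF, because the day temperature is part of the treatment and no sample was taken at another time.

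Laccases are 5 lower and 1 higher in the same tables, and peroxidases 5 lower and 2 higher. The 5 genes described as histones H1 to H4 are all higher. The paper reports a similar number of xylem vessels under both treatments, in hypocotyls; the arrays are of epicotyls. No test of these families was made.

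Of 7363 genes with several probes, 1466 had a probe at an unadjusted p under 0.05, 662 had every probe there, and 9 had probes there in opposite directions. Directions of probes above that threshold were not compared.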
